# Hepatocyte SREBP signaling mediates clock communication within the liver

**DOI:** 10.1172/JCI163018

**Published:** 2023-04-17

**Authors:** Dongyin Guan, Hosung Bae, Dishu Zhou, Ying Chen, Chunjie Jiang, Cam Mong La, Yang Xiao, Kun Zhu, Wenxiang Hu, Trang Minh Trinh, Panpan Liu, Ying Xiong, Bishuang Cai, Cholsoon Jang, Mitchell A. Lazar

**Keywords:** Hepatology, Metabolism, Epigenetics, Homeostasis

## Abstract

Rhythmic intraorgan communication coordinates environmental signals and the cell-intrinsic clock to maintain organ homeostasis. Hepatocyte-specific KO of core components of the molecular clock *Rev-erb*α and -β (*Reverb*-hDKO) alters cholesterol and lipid metabolism in hepatocytes as well as rhythmic gene expression in nonparenchymal cells (NPCs) of the liver. Here, we report that in fatty liver caused by diet-induced obesity (DIO), hepatocyte SREBP cleavage–activating protein (SCAP) was required for *Reverb-*hDKO–induced diurnal rhythmic remodeling and epigenomic reprogramming in liver macrophages (LMs). Integrative analyses of isolated hepatocytes and LMs revealed that SCAP-dependent lipidomic changes in REV-ERB–depleted hepatocytes led to the enhancement of LM metabolic rhythms. Hepatocytic loss of REV-ERBα and β (REV-ERBs) also attenuated LM rhythms via SCAP-independent polypeptide secretion. These results shed light on the signaling mechanisms by which hepatocytes regulate diurnal rhythms in NPCs in fatty liver disease caused by DIO.

## Introduction

In almost all organisms, circadian rhythms, which regulate most biological processes and have strong ties to human health and disease, anticipate and adapt to daily environmental changes (1–3). The mammalian circadian clock system consists of a master clock in the suprachiasmatic nucleus that hierarchically controls circadian rhythms in peripheral tissues (4), where a large percentage of the protein-coding transcriptome exhibits daily rhythmic expression in rodents (5) as well as in nonhuman primates (6). Recent advances in circadian biology indicate diurnal rhythmic communication between different cells within the liver and coordinating regulation of rhythmic gene expression (7, 8). However, the underlying mechanisms remain largely unclear, and it is unknown whether this occurs during pathological conditions such as fatty liver disease.

It is generally appreciated that the core components of the molecular clock, including BMAL1, CLOCK, REV-ERB, CRY, and PER, form interlocking feedback loops to regulate the rhythmic expression of clock output genes (2, 9). Deletion of core clock components induces circadian remodeling without complete loss of rhythmicity (7, 10), suggesting that other pathways contribute to the generation and maintenance of biological rhythms. Indeed, diet-induced obesity (DIO) causes massive diurnal rhythmic transcriptomic remodeling with mild changes in the expression of core clock components (11, 12), further indicating that additional factors contribute to rhythmic gene expression. Whether these noncanonical pathways control secreted polypeptides or metabolites (13, 14) that may non-cell-autonomously influence rhythmic gene expression within an organ is unknown.

Here, we found that lipid and cholesterol metabolism–related gene expression was altered in hepatocytes upon the disruption of core clock component REV-ERBs in diet-induced fatty liver disease. Specific loss of REV-ERBs in hepatocytes (*Reverb*-hDKO) had profound effects on gene expression in nonparenchymal cells (NPCs), suggesting intraorgan communication. SREBP, a master regulator of lipid and cholesterol metabolism (15), was altered in hepatocytes lacking REV-ERBs, and hepatocyte disruption of SREBP signaling by deletion of SREBP cleavage–activating protein (SCAP) restored the *Reverb*-hDKO–induced rhythmic expression of genes in the liver macrophages (LMs), including resident Kupffer cells (KCs) and monocyte-derived macrophages (MoMs). Ligand receptor analysis in hepatocytes and LMs revealed hepatocyte SCAP-controlled polypeptide ligands and lipids that contribute to intraogran clock communication.

## Results

### SREBP signaling is required for communication from hepatocytes lacking REV-ERBs to NPCs of the liver.

Hepatocytes regulate diurnal rhythms in NPCs under normal conditions (7), but it is unknown whether this occurs in a pathological condition such as fatty liver disease. Control and *Reverb*-hDKO mice were put on an obesogenic diet that causes fatty liver (11), and single-cell RNA-Seq identified populations of hepatocytes, macrophages (including resident KCs with M1 and M2 status, and MoMs), stellate cells, endothelial cells, and immune cells on the basis of cell-specific markers (16, 17) in control and *Reverb*-hDKO livers (Figure 1A and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI163018DS1). We observed both mature and less-well-differentiated hepatocytes (hepatoblasts) in control and *Reverb*-hDKO livers. We noted the greatest differences in hepatocytes, with SREBP signaling and related cholesterol and lipid metabolic pathways enriched in *Reverb*-hDKO hepatocytes (Figure 1, A and B). Hepatocyte *Reverb*-hDKO also altered gene expression in NPCs, with macrophages being the most affected cell type (Figure 1C). Regarding hepatic stellate cells, the second most affected cell type, we found that 303 genes were differentially expressed upon DKO, in which genes for hepatocyte growth factor receptor– (c-Met–) and c-Myc–related pathways were enriched (Figure 1C and Supplemental Figure 1B). These 2 pathways are related to the activation of hepatic stellate cells (18, 19).

To test the role of SREBP signaling from *Reverb*-hDKO hepatocytes to NPCs, we generated mice with hepatocyte-specific KO of both REV-ERBs as well SCAP (*Reverb/Scap*-hTKO). Remarkably, loss of SCAP restored hepatocyte and hepatoblast population changes due to *Reverb*-hDKO (Figure 1, D and E, and Supplemental Figure 1, C and D). Moreover, 93% (331 of 356) of differentially expressed genes (DEGs) in LMs from *Reverb*-hDKO livers were restored in the *Reverb/Scap*-hTKO LMs (Figure 1F). The restored genes were enriched for pathways mediating phagocytosis and nonalcoholic fatty liver disease (Figure 1G). Moreover, the MoMs, but not resident KCs (KCM1 and KCM2), were increased in the *Reverb*-hDKO livers and could be rescued by further SCAP KO (Supplemental Figure 1C), suggesting that the restored gene expression levels were not due to the changes in the cell population. While the body weights of mice were increased by the obesogenic diet, there was no significant difference across different genetic models, indicating that the increased number of MoMs and activation of stellate cells were earlier events than the changes in body weight (Supplemental Figure 1, C and E). These findings support the role of hepatocyte SREBP signaling as an effector of hepatocyte REV-ERB communication to NPCs in the fatty liver.

### SREBP signaling is required for the rhythmic transcriptomic remodeling in LMs upon Reverb-hDKO.

To determine the impact of the hepatocyte clock on diurnal rhythms in LMs and the role of SREBP in this regulation, we measured rhythmic gene expression profiles of hepatocytes and LMs in control, *Reverb*-hDKO, and *Reverb/Scap*-hTKO fatty livers. The expression levels of *Reverb*α and *Reverb*β were markedly reduced in hepatocytes, as expected, and consistent with this, the major REV-ERB target gene *Bmal1* was markedly derepressed in the *Reverb*-hDKO and *Reverb/Scap*-hTKO LMs, whereas *Srebp1* was reduced only in *Reverb/Scap*-hTKO livers (Figure 2A). Compared with hepatocytes, expression levels of the clock genes *Reverb*α, *Reverb*β, and *Bmal1* were lower in LMs, as expected (7), and only mildly altered by *Reverb*-hDKO and *Reverb/Scap*-hTKO (Figure 2A). Moreover, consistent with the gene expression changes suggesting altered SREBP signaling, triglycerides (TGs) were increased in *Reverb*-hDKO livers but rescued by further KO of *Scap* (Supplemental Figure 2A).

In hepatocytes, 1,221 transcripts that were rhythmic in control livers exhibited lost or attenuated diurnal rhythms in the *Reverb*-hDKO livers (Figure 2, B and C, and Supplemental Table 1A), which were highly enriched for circadian rhythm–related genes (Supplemental Figure 2B). Interestingly, 863 transcripts had increased or amplified rhythms in *Reverb*-hDKO livers (Figure 2, B and E, and Supplemental Table 1B), and these rhythmic transcript gains were notably related to fatty liver disease (Supplemental Figure 2C). Similar results were observed in *Reverb*-hDKO livers from mice on a normal chow diet (7), and the present results demonstrate that the phenomenon of gained rhythmicity upon disruption of the hepatocyte clock also occurred in mice with fatty livers. Loss of SCAP had little effect on the genes that lost rhythmicity in the *Reverb*-hDKO livers (Figure 2C), consistent with direct regulation of these genes by REV-ERBs. Remarkably, however, simultaneous deletion of hepatocyte SCAP reversed the majority of gained rhythms (Figure 2E).

SCAP KO also ablates the expression of *Srebp2* (20), and, indeed, we found that both *Srebp2* and its classic target gene *Hmgcr* were markedly reduced with attenuated rhythmicity in *Reverb*-hDKO livers (Supplemental Figure 2F). These results strongly suggest that SREBF1 had a more prominent role in the hepatocyte genes that gained rhythm in the *Reverb*-hDKO livers than in those that lost rhythmicity, consistent with the notion that the gained rhythms were secondary to rhythms of SREBP that were amplified in hepatocytes lacking REV-ERBs (7). The rhythm of hepatocytic *Srebp1* in the control liver is likely explained by the rhythm of *Insig2*, which blocks the transcription of *Srebp1* (21) and is directly transcriptionally repressed by REV-ERBα, based on the ChIP-Seq analysis (Supplemental Figure 2, F and G). The phase-shifted rhythm of *Srebp1* in *Reverb*-hDKO liver was also previously observed in livers of chow-fed mice (7). The etiology is unclear but may reflect signals from the central clock or the environment, since the rhythm can be entrained by reversed-phase feeding in chow-fed mice (7).

We also identified LM genes whose rhythms were affected by the loss of REV-ERBs in hepatocytes, with 759 lost or attenuated rhythmic genes and 2,212 genes with gained or amplified rhythms (Figure 2, C–E, Supplemental Table 1D, and Supplemental Table 1C). Remarkably, the vitamin D receptor (VDR) signaling pathway, whose activation in LMs ameliorates liver inflammation and steatosis (22, 23), was enriched in the rhythmicity-lost genes (Supplemental Figure 2B). The rhythmicity-gained genes were related to inflammatory responses (Supplemental Figure 2C), indicating that this rhythmic remodeling in LMs was a maladaptive response to the *Reverb*-hDKO. Simultaneous ablation of SCAP/SREBP signaling in hepatocytes had little effect on the loss of gene rhythmicity in LMs (Figure 2C), but reversed changes in the majority of the LMs genes that gained rhythmicity upon loss of REV-ERBs in hepatocytes (Figure 2E). Overall, 22.3% of rhythmic transcripts in LMs were dominantly regulated by hepatocyte REV-ERBs, while *Reverb/Scap*-hTKO restored 65% of enhanced rhythmic transcripts upon *Reverb*-hDKO. Of note, although the *Reverb*-hDKO caused massive rhythmic remodeling, the rhythmic transcripts in hepatocytes and LMs from control and *Reverb*-hDKO livers were enriched in similar phases (ZT15 in control-specific rhythms, ZT3 and ZT18 in *Reverb*-hDKO–specific rhythms) (Supplemental Figure 2, D and E).

Given the importance of SCAP in liver lipid metabolism and previous evidence that SREBP1 and its target genes gain diurnal rhythmicity in DIO mice that is dependent on hepatocyte SCAP expression (11), we further sought to determine the role of SCAP in hepatocytes and macrophages. Core clock genes retained their rhythmic expression in hepatocyte-specific *Scap* KO (*Scap*-hKO) hepatocytes from mice fed a 4-week high-fat, high-sucrose diet (HFHSD) (Supplemental Figure 3A). Indeed, the enhanced, but not disrupted, rhythmic transcripts remodeled by DIO were hepatocyte SCAP dependent (Supplemental Figure 3B and Supplemental Table 2). We also determined the specific requirement of SCAP/SREBP signaling in the REV-ERB–dependent changes in rhythmic gene expression by comparing changes in diurnal gene expression that occurred in the hepatocyte SCAP–KO livers with those seen in the *Reverb/Scap-*hTKO livers. Importantly, a majority of the rhythmic changes in hepatocytes and LMs that were noted in the *Reverb-*DKO livers and reversed in the *Reverb/Scap-*hTKO livers were not altered in the livers of mice lacking hepatocytic SCAP, indicating a role for SCAP/SREBP in specifically offsetting changes due to the loss of REV-ERBs (Supplemental Figure 3C).

### Ligands from hepatocytes reprogram REV-ERB–dependent oscillating enhancers in LMs.

To uncover transcription factors (TFs) responsible for transcriptome remodeling in *Reverb*-hDKO livers, we mapped enhancer RNA (eRNA) expression in isolated LMs by mapping RNA-Seq reads to intergenic regions of open chromatin determined by assay for transpose-accessible chromatin using sequencing (ATAC-Seq) (24). 

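Fast-ATAC-Seq, in which the Tn5 transposase inserts sequencing adapters into accessible DNA so that the sequenced fragments mark open chromatin, was performed on LMs isolated from control, *Reverb*-hDKO, and *Reverb/Scap*-hTKO mice fed the HFHSD for 4 weeks. Each reaction held 50000 cells. There were 18 libraries, with 3 replicates of each of the 3 genotypes at ZT10 and at ZT22. The zeitgeber times come from the labels of the libraries. The authors trimmed the adapters, aligned the reads to mm9 with Bowtie, merged the aligned reads of biological replicates, and called peaks on the merged reads. Of the deposited data, 1 list of open regions for all 18 libraries was analysed here. It gives the chromosome, start, and end of each region and no read count, score, or sample. From this list the depth of each library is not known and no spread between replicates can be given. No region could be compared between genotypes or times of day. The list held 69499 regions. None of them overlapped or touched another, and together they covered 12938625 bp. Those on chromosomes 1 to 19, X, and Y and the mitochondrial genome covered 0.486% of these sequences in NCBIM37, the assembly that mm9 is made from. No region ran past the end of its chromosome in that assembly. Chromosomes 1 to 19, X, and Y held 69362 of the regions, random and unplaced sequences held 136, and the mitochondrial genome held 1. The median distance from a region to the next was 8435 bp. When regions at most 500 bp apart were joined, 60068 remained, and 21329 of the regions were at least 200 bp wide, so the number of regions depends most on the width that is asked of them. Genes, exons, and transcription start sites were taken from the GENCODE annotation of the same assembly. The loci of Supplemental Table 3, A and B, are the paper's own, and were joined to the open regions by position.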

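The paper lists REV-ERB-dependent loci in Supplemental Table 3A and SCAP-dependent loci in Supplemental Table 3B, 715 in all, each a window of 1000 bp, and no locus is in both lists. The center of every locus in both lists lay inside an open region of the deposited list, which the paper's procedure fixes, since it drew the loci from open regions. No center was more than 0.5 bp from the midpoint of its open region. In the REV-ERB-dependent list, 92 centers were exactly at the midpoint and 285 were 0.5 bp away, and in the SCAP-dependent list these numbers were 92 and 246. When at least 500 bp of the window had to be covered by open regions, 6 REV-ERB-dependent loci and 0 SCAP-dependent loci qualified. The widest region under a REV-ERB-dependent locus was 392 bp, so these 6 windows each held more than 1 region.

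The locus with the smallest adjusted p-value in the paper's REV-ERB-dependent list (the paper's value is 1.98e-08) lies on chromosome 17 of mm9 from 65096547 to 65097547. Its open region runs from 65096968 to 65097128 and is 161 bp wide, in an intron of *Man2a1* (ENSMUSG00000024085.7, plus strand, 64950076 to 65104450). The nearest annotated exon is 1142 bp from the center of the locus. The sequence of this open region on the plus strand is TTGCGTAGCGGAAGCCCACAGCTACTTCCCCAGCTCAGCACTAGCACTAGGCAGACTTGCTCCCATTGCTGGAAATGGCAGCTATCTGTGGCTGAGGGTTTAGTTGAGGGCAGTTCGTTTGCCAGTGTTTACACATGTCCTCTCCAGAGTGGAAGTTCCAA. The next locus of this list (the paper's adjusted p-value is 3.49e-06) lies on chromosome 13 from 37689688 to 37690688, with an open region of 286 bp from 37690046 to 37690331, between genes and 179284 bp from the nearest exon. In the SCAP-dependent list, the 2 loci with the smallest adjusted p-value (the paper's value is 5.05e-05 for both) and the larger amplitudes lie in introns. The first is on chromosome 14 from 63749235 to 63750235, in *Ctsb* (ENSMUSG00000021939.6, plus strand, 63741302 to 63764758), with an open region of 245 bp from 63749614 to 63749858. The second is on chromosome 6 from 31138753 to 31139753, in *AB041803* (ENSMUSG00000044471.4, minus strand, 31115523 to 31168433), with an open region of 151 bp from 31139179 to 31139329 whose plus-strand sequence is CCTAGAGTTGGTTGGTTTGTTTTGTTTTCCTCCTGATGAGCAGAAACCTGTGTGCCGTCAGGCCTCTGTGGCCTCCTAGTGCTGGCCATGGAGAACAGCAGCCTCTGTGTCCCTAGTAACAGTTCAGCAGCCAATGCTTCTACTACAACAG.

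On sequences other than chromosomes 1 to 19, X, and Y, the REV-ERB-dependent list has 3 loci and the SCAP-dependent list has 7. The locus on the mitochondrial genome runs from 10674 to 11674, and its open region of 151 bp, from 11100 to 11250, lies in *mt-Nd4* (ENSMUSG00000064363.1, plus strand, 10167 to 11544). The other loci of this kind lie on the random sequences of chromosomes 1, 4, and 9, for which the annotation used here has no genes. The deposited list does not say in which genotype or at which time a region was called, so the assignment of a locus to control or *Reverb*-hDKO LMs rests on the paper's eRNA values and not on the open regions. From the eRNA at these loci in either genotype, the paper defines the REV-ERB-dependent and SCAP-dependent enhancers of LMs.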

We then defined LM enhancers that functioned predominantly in control LMs (REV-ERB–dependent) and *Reverb*-hDKO only (SCAP-dependent remodeling upon *Reverb*-hDKO) (Figure 3A, Supplemental Figure 4A, and Supplemental Table 3, A and B).

Integrated analysis of motif activity and gene expression (IMAGE) (25) identified putative TFs in response to the signals from hepatocytes regulating the rhythmic gene expression in LMs. For example, JUND, a member of the AP1 family that activates and represses transcription depending on its associated proteins (26), was identified as a TF that was responsible for hepatocyte REV-ERB–dependent rhythmic transcripts (Figure 3, B and C). Indeed, the expression of *Jund* in LMs was rhythmic and had a higher amplitude in control than in *Reverb*-hDKO and *Reverb/Scap*-hTKO livers (Figure 3D). 

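IMAGE searches the sequence of the enhancers for TF motifs, and AP1 factors such as JUND bind the sequence TGA(C/G)TCA, a pattern that is its own reverse complement. This motif was searched for in mm9 within the loci of Supplemental Table 3. The 1000 bp window held it in 79 of 375 REV-ERB-dependent loci (21.1%, 95% Wilson confidence interval 17.2% to 25.5%) and in 101 of 331 SCAP-dependent loci (30.5%, 25.8% to 35.7%). The REV-ERB-dependent share was lower, with a difference of -9.45 percentage points (permutation test, 100000 resamples, two-sided, p = 0.00411). Within the open region alone, the motif was in 23 of 375 REV-ERB-dependent loci (6.13%) and in 41 of 331 SCAP-dependent loci (12.4%), with p = 0.0054 from the same permutation test. The loci on random sequences were left out, because their sequence was not used here.

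The other open regions more than 1000 bp from every exon served as a background, and 8872 of these 38551 windows held the motif (23.0%). Against them, the REV-ERB-dependent loci did not differ (odds ratio 0.893, Fisher's exact test, two-sided, p = 0.389, adjusted p = 0.389 with Benjamini-Hochberg adjustment over 4 tests). The SCAP-dependent loci held it more often (odds ratio 1.47, Fisher's exact test, p = 0.00201, adjusted p = 0.00804). The tests against this background were added to those set beforehand. The background itself was chosen after the positions of the loci had been seen. Windows 5000 bp from the loci held the motif in 59 of 375 cases (15.7%) for the REV-ERB-dependent list and in 59 of 331 cases (17.8%) for the SCAP-dependent list. Motif mining in the paper compared each phase group with out-of-phase eRNAs. A comparison of each phase group with the rest of its list was added after the values above were seen. That rest includes neighboring phases, so it is a wider background than the paper's. In the REV-ERB-dependent list, the share of windows with the motif ran from 13.3% at a lag of 18 hours to 26.7% at a lag of 9 hours, and none of the 16 comparisons of a phase group with the rest of its list (8 lags in each list) had an adjusted p-value under 0.05. The smallest was 0.0763, for the SCAP-dependent loci at a lag of 0 hours (15.3% against 33.8%, Fisher's exact test, p = 0.0048). These counts cover the motif's sequence only. The RNA-Seq values with which IMAGE weighs a motif were not used here. In the SCAP-dependent locus in *Ctsb*, the motif is TGAGTCA on chromosome 14 from 63749685 to 63749691, inside its open region. AP-1 motifs lay at a mean of -17.4 bp from the midpoints of the open regions, toward lower coordinates.

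**Figure D1:**
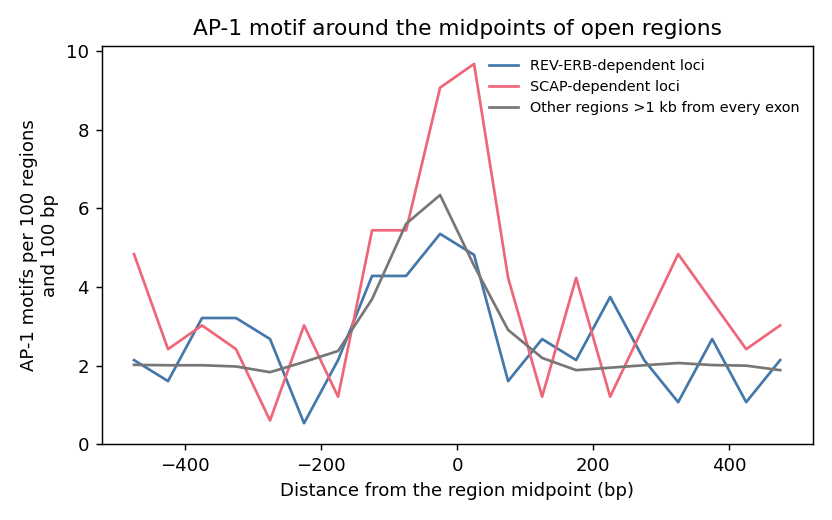
AP-1 motifs per 100 regions and 100 bp (vertical axis) by distance from the region midpoint in bp (horizontal axis, bins of 50 bp), for the REV-ERB-dependent loci, the SCAP-dependent loci, and the other open regions more than 1 kb from every exon. The lines peak near the midpoint, and the SCAP-dependent line reaches 9.67 in the bin centered at 25 bp, against 4.81 for the REV-ERB-dependent loci there.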

A short isoform of enolase 1 (ENO1, also known as Myc promoter–binding protein 1), which binds to the c-Myc promoter and acts as a TF (27), was identified as a TF that potentially regulated SCAP-dependent rhythmic remodeled transcripts (Supplemental Figure 4, B and C), and, consistent with this prediction, *Eno1* was rhythmic and had higher amplitude in LMs from *Reverb*-hDKO than in control and *Reverb/Scap*-hTKO livers (Supplemental Figure 4D).

To explore potential signals from hepatocytes to LMs, we used NicheNet (28) to identify ligands that were altered in hepatocytes and receptors and putative target genes whose expression in LMs was dependent on hepatocyte REV-ERBs (Figure 3E and Supplemental Figure 4E). In this way, platelet-derived growth factor D (PDGFD), a major growth factor family involved in macrophage polarization and cell proliferation (29), was identified as a regulatory ligand from hepatocytes, with rhythmic expression in control but not in *Reverb*-hDKO and *Reverb/Scap*-hTKO livers (Figure 3F). We further validated the protein levels of PDGFD in control and *Reverb*-hDKO livers (Supplemental Figure 4F). The PDGF receptor *Pdgfrb* was expressed in LMs, although it was not statistically rhythmic in all 3 genetic models (Figure 3F). Interestingly, *Jund* is a known target gene of the PDGFD-PDGFRB ligand-receptor pair (30), and, indeed, treatment of immortalized KCs with PDGF increased the expression levels of *Jund* (Figure 3G). This result was consistent with the notion that rhythmically increased PDGF from hepatocytes lacking REV-ERBs mediates the remodeling of oscillating enhancers and transcription in LMs by inducing JUND. JUND is also required for VDR-mediated transcription activation (31, 32), in which VDR target genes are enriched in LM rhythmic transcripts dependent on hepatocytic REV-ERBs (Figure 2B).

We also identified *Bmp5*, *Inhba*, and *Tnfsf12* as ligands from hepatocytes that regulated enhanced rhythmic transcripts upon *Reverb*-hDKO dependent on SCAP (Supplemental Figure 4E). For example, the rhythmicity and amplitude of both ligand *Bmp5,* which may be involved in LM differentiation (28), in hepatocytes and receptor *Bmpr1a* in LMs were enhanced in *Reverb*-hDKO livers compared with control and *Reverb/Scap*-hTKO livers (Supplemental Figure 4G). To further explore the transcriptional mechanism underlying these enhanced rhythmic ligands in LM, we used CistromeDB (33) to perform TF similarity screening based on all published macrophage cistromes. Consistent with IMAGE analysis, SP11 and Myc, which are regulated by ENO1, are the top regulatory TFs (Supplemental Figure 4H). However, the regulatory TFs identified from IMAGE analysis and TF similarity screening (Supplemental Figure 4, B and H) were not the top target transcripts in this ligand-receptor analysis. Moreover, REV-ERBα only bound the promoter region of 31% of the SCAP-dependent enhanced rhythmic ligands in hepatocytes, while the promoters of 58% of the disrupted rhythmic ligands upon *Reverb*-hDKO were occupied by REV-ERBα (Supplemental Figure 4I). These results suggest that additional mechanisms and signals, such as lipids and metabolites, could mediate the rhythmicity of these SCAP-dependent transcripts.

### Hepatocyte lipid metabolism regulates SCAP-dependent diurnal rhythms in LMs upon REV-ERB disruption.

Given the central role of SCAP/SREBP signaling in lipid metabolism, we focused on lipid metabolites whose rhythms were dysregulated in the absence of hepatocyte REV-ERBs. Upon deletion of REV-ERBs in hepatocytes, 48 lipid species lost or attenuated rhythms, while 80 lipid species gained rhythmicity (Figure 4A and Supplemental Table 4A). Remarkably, 72 of 80 of the gained rhythms were dependent on SCAP/SREBP signaling (Figure 4A and Supplemental Figure 5).

Consistent with the regulatory role of SREBP/SCAP in lipid metabolism, the rhythmicities of precursors of major phospholipids, including phosphatidylglycerol (PG), phosphatidylcholine (PC), phosphatidylethanolamine (PE), phosphatidylserine (PS), diacylglycerol (DAG), and triacylglycerol (TAG) (34), whose activities are reportedly involved in nonalcoholic fatty liver disease, were enriched in the SCAP-dependent group (Figure 4B). To determine whether the rhythmic remodeling of these lipids in hepatocytes lacking REV-ERBs altered the diurnal rhythm of LMs, we determined the lipid profiles of LMs isolated from control, *Reverb*-hDKO, and *Reverb/Scap*-hDKO mice. Interestingly, there were more lipid species, including PC, PE, and DAG, oscillating in LMs isolated from *Reverb/Scap*-hDKO mice (Figure 4C and Supplemental Table 4B). Indeed, hundreds of genes that became rhythmic in LMs in a SCAP-dependent manner upon hepatocytic REV-ERB disruption are known to be involved in lipid metabolism (35, 36) (Figure 4D). These results suggest that SCAP-dependent hepatocyte lipid metabolism alters diurnal rhythms in LMs upon REV-ERB disruption.

## Discussion

Each cell type exhibits a distinct diurnal rhythm that is linked to the corresponding functions of that cell type in specific pathophysiological contexts (37, 38). Plasma samples collected from humans and rodents at different times of day activate a luciferase reporter system in a diurnal manner, with a nearly inverted phase in culture cells, indicating a regulatory role of systemic blood-borne oscillating signals in rhythmic gene expression in peripheral cell types (39). However, the local signaling molecules and the mechanisms by which they drive the cell-type–specific diurnal rhythm in pathological contexts are largely unknown. Our results demonstrate that, in the fatty liver, loss of core clock component REV-ERBs in hepatocytes led to altered rhythmic gene expression in NPCs, with LMs being the most affected cell type upon REV-ERB disruption.

Immune responses in the liver exhibit diurnal variation, for example in response to LPS or in the context of nonalcoholic steatohepatitis (NASH) (40, 41). Previous studies have identified regulatory roles of core clock genes, including RORα (41) and REV-ERBs (42), in the diurnal rhythms of LMs. Here, on the basis of enhancer mapping and motif analysis, we identified noncanonical clock regulators, including JUND and ENO1, in rhythmic LM gene expression. For example, the gain of ENO1 rhythmicity that is dependent on hepatocytic SCAP may reflect c-Myc activity (as ENO1/MBP1 can regulate *Myc* transcription) and TGF-β signaling, which may signal the initiation of a gene program that activates profibrotic stellate cells (43, 44). These newly identified clock regulators could be targeted at a specific time of day according to their rhythmicity to optimize treatment of the progression of nonalcoholic fatty liver disease (NAFLD) or NASH.

Hepatocyte communication of rhythm signals to LMs is largely dependent on hepatocytic SCAP, which is required for the processing and stability of SREBP, the master transcriptional regulator of liver lipid metabolism (45, 46). LMs are critical in the progression from fatty liver to NASH (47–49), and, indeed, SCAP-dependent changes in hepatocytic lipid metabolism play a crucial role in producing gained rhythms of genes related to inflammation in KCs. Loss of hepatocytic REV-ERBs also leads to disruption of LM rhythms, in part by SCAP/SREBP-independent regulation of PDGF, which regulates LM genes involved in vitamin D signaling pathways implicated in fatty liver and NASH (22, 50).

Taken together, these findings demonstrate the communication of local metabolic and rhythmic protein signals from hepatocytes to NPCs, which is altered in fatty liver. Similar clock-dependent intraorgan communication pathways are likely to exist in other peripheral tissues and to be disrupted under pathological conditions.

## Methods

### Animal studies.

*Rev-erb*α*^fl/fl^* *Rev-erb*β*^fl/fl^* animals were generated as previously described (7). *Rev-erb*α*^fl/fl^* *Rev-erb*β*^fl/fl^* *Scap^fl/fl^* animals were generated by breeding the *Rev-erb*α*^fl/fl^* *Rev-erb*β*^fl/fl^* mice with *Scap^fl/fl^* mice on a C57BL/6 background. For specific deletion of *Rev-erb*α*/*β or *Rev-erb*α*/*β *Scap* in adult hepatocytes, adeno-associated viruses (AAVs) encoding GFP or CRE driven by the hepatocyte-specific TBG promoter (AAV-TBG-GFP for control and AAV-TBG-CRE for KO) were prepared by the UPenn Vector Core and were intravenously injected into 8-week-old mice at 1.5 × 10^11^ genome copies (GCs) per mouse. After injection, the mice were fed a HFHS diet (Research Diet, catalog D12492) for 4 weeks. All mice were housed under a 12-hour light/12-hour dark cycle, with lights on at 7 am (zeitgeber time 0, ZT0) and lights off at 7 pm (ZT12).

### Single-cell RNA-Seq.

Single-cell RNA-Seq and cell isolation were performed as described previously with minor modifications (51, 52). In brief, mice were anesthetized, and the livers were perfused with calcium-free HBSS containing 0.2 mg/mL EDTA, followed by sequential digestion with HBSS with 0.5 mg/mL collagenase type II, 0.04 mg/mL trypsin inhibitor, and 1.37 mM calcium for 3 minutes at 37°C through the portal vein. The liver was dissociated and the cell suspension was centrifuged at 30*g* for 5 minutes. The NPCs were enriched in the suspension and washed with MACS buffer (1× PBS, pH 7.2, 0.5% BSA, and 2 mM EDTA). A total of 16,000 cells were immediately processed with 10x Genomics Chromium Single-Cell 3.1 according to the manufacturer’s instructions. The libraries from control, *Reverb*-hDKO, and *Reverb/Scap*-hDKO livers were constructed according to the 10x Genomics Chromium Single-Cell 3.1 manufacturer’s instructions and sequenced with NovaSeq 6000.

### Single-cell RNA-Seq data analysis.

Cell Ranger (3.0.2) software (10x Genomics) was run on the raw data using mm10. Output from Cell Ranger was loaded into R package Seurat (version 3.0) (53). Unique sequencing reads for each gene were normalized to total unique molecular identifiers (UMIs) in each cell to obtain normalized UMI values. Unsupervised clustering was applied after aligning the top 20 dimensions resulting from the principal component analysis (PCA) space using a resolution of 0.5. The identity for each cluster was assigned on the basis of prior knowledge of marker genes. The DEGs in each cluster were defined using a *P* value cutoff of less than 0.01 and a fold change of greater than 1.2. The uniform manifold approximation and projection (UMAP) plots, violin plots, Venn diagrams, and heatmaps were generated in R.

### RNA extraction and quantitative PCR.

To determine REV-ERB target genes while minimizing the batch effects, we collected livers, extracted RNA, and generated RNA-Seq libraries at the same time. At each time point, we alternated the sacrifice of control *Reverb*-hDKO, and *Reverb/Scap*-hTKO mice to further avoid bias. Total RNA was extracted from snap-frozen liver tissues using TRIzol reagent (Thermo Fisher Scientific) followed by the RNeasy Mini Kit (QIAGEN). RNA was reverse-transcribed using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). Quantitative PCR (qPCR) was performed with Power SYBR Green PCR Master Mix (Thermo Fisher Scientific) and a QuantStudio 6 Flex instrument (Applied Biosystems), and analysis was performed using the standard curve method. Gene expression was normalized to the mRNA level of the housekeeping gene *Arbp* and the minimum expression level of the gene in the samples.

### RNA-Seq.

Total RNA was extracted (see *RNA extraction*) from isolated hepatocytes and LMs. Purified dNase-treated total RNA (1 μg) from biological replicates was processed with a Ribo-Zero Magnetic rRNA removal kit (Illumina). RNA libraries were prepared using a TruSeq Stranded Total RNA Library Prep kit (Illumina, catalog 20020599) according to the manufacturer’s protocol.

### RNA-Seq data processing.

RNA-Seq reads were aligned to the University of California, Santa Cruz (UCSC) mouse genome mm9 genome browser using STAR (54). The tag directories were established, and normalized read counts were measured with RefSeq genes using Homer (55). The identification of rhythmic transcripts, enhancers, and metabolites followed the guidelines for genome-scale analysis of biological rhythms (56). The vector of time-ordered reads per kb per 10 million reads (RPKTM) values for each feature was duplicated and input into JTK_CYCLE (57) as an 8–time point to allow thorough identification of oscillation patterns starting at each different time point as previously described (11). Only genes with a maximum RPKTM value of greater than 5 identified in 2 or more samples at 4 time points were selected for the downstream analysis. Oscillating transcripts were defined as those with a JTK_CYCLE adjusted *P* value of less than 0.05, an oscillation amplitude (peak/trough) of greater than 1.5, and an oscillation period within the range of 21–24 hours. Enrichr (58) and PANTHER (59, 60) were used for pathway enrichment and gene ontology (GO) analysis.

### Fast-ATAC-Seq.

The process of fast-ATAC-Seq has been previously described (61). In brief, 50,000 isolated LMs were resuspended in 50 μL transposase mixture (25 μL 2× TD buffer, 2.5 μL tagment DNA enzyme (TDE1) (Illumina, 15027865), 0.5 μL 1% digitonin, and 22 μL nuclease-free water) (Illumina, catalog 15027865). Transposition reactions were incubated at 37°C for 30 minutes in an Eppendorf Thermo Mixer with agitation at 300 rpm. Transposed DNA was purified using the QIAGEN MinElute Reaction Cleanup kit (catalog 28204), and purified DNA was eluted in 10 μL elution buffer (10 mM Tris-HCl, pH 8). Transposed fragments were amplified and purified as described previously (62). Libraries were quantified using KAPA Library Quantification Kits (Roche, KK4873). All fast-ATAC libraries were sequenced using paired-end, dual-index sequencing on an Illumina NextSeq 500 instrument.

### ATAC-Seq data processing.

The ATAC-Seq analysis pipeline developed by Anshul Kundaje (https://github.com/kundajelab/atac_dnase_pipelines) was applied. For each sample, adapters were trimmed and aligned to the mouse genome mm9 with Bowtie. 

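The open regions called from the merged reads had a mean width of 186 ± 48.5 bp (SD over the 69499 regions, not over replicates) and a median of 160 bp. The commonest width was 151 bp, which 32345 regions (46.5%) had exactly, and only 2 regions were narrower. There were 37152 wider regions (53.5%), of which 1903 (2.74% of all regions) were more than 2 times as wide as the commonest width. The widest region, 744 bp, lies on chromosome 19 of mm9 from 60019133 to 60019876, within 1000 bp of a transcription start site of *Rab11fip2* (ENSMUSG00000040022.8). The narrowest, 45 bp, lies on the same chromosome from 61342316 to 61342360, between genes.

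The width of the regions under the loci of Supplemental Table 3 was 185 ± 49.0 bp (SD) for the REV-ERB-dependent loci and 188 ± 50.4 bp (SD) for the SCAP-dependent loci. The difference of -3.84 bp was within chance (permutation test, 100000 resamples, two-sided, p = 0.302). All 715 regions together were 186 ± 49.6 bp wide, against 182.2 ± 46.2 bp for the 21883 other regions that overlap no gene extended by 1000 bp. This difference of 4.10 bp was small against the SD, with p = 0.0203 from the same permutation test, and both medians were 151 bp.

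Of the 28 genes named in the paper, 27 had an open region within 1000 bp of an annotated transcription start site. For *Jund* (ENSMUSG00000071076.4, chromosome 8, 73221638 to 73224515, plus strand), the nearest region to the first base of the gene runs from 73222670 to 73222844. For *Eno1* (ENSMUSG00000063524.7, chromosome 4, 149610830 to 149622988, plus strand) it runs from 149610665 to 149610826, and for *Pdgfrb* (ENSMUSG00000024620.5, chromosome 18, 61204804 to 61244715, plus strand) from 61204821 to 61204971. *Bmp5* (ENSMUSG00000032179.7, chromosome 9, 75623171 to 75748117, plus strand) had none, and the nearest region was 10258 bp from its start.

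**Figure D2:**
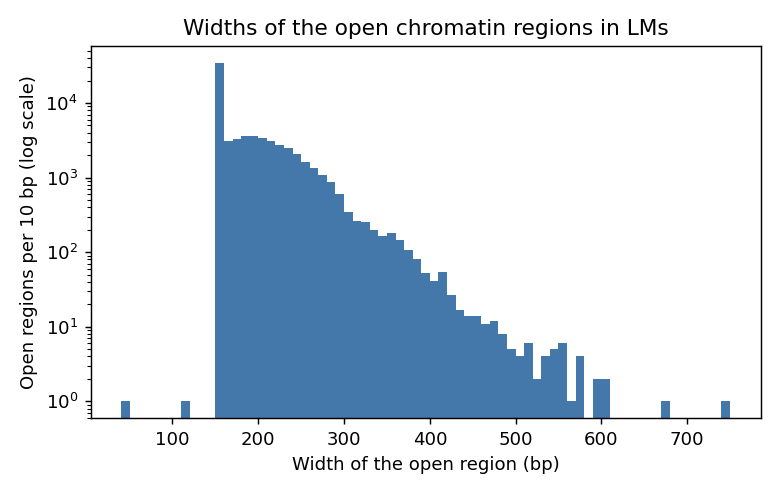
Number of open regions per 10 bp of width (vertical axis, log scale) by the width of the region in bp (horizontal axis), for all 69499 regions. The highest bar holds the 32345 regions that are exactly 151 bp wide, and the widths reach 744 bp.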

The aligned BAM files of biological replicates were then merged and subjected to peak calling of open chromatin regions. The tag directories were established, and normalized read counts were measured using Homer (55).

### Diurnal rhythmic enhancer identification.

To identify diurnal rhythmic enhancers, we quantified intergenic eRNA expression as previously described (24). 

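Of the 69499 open regions, 21983 (31.6%, 95% Wilson confidence interval 31.3% to 32.0%) overlapped no protein-coding or lncRNA gene of the GENCODE annotation when the whole gene was extended by 1000 bp at both ends. With no extension this number was 26502 (38.1%), and with an extension of 5000 bp it was 17757 (25.55%). By the same rule with 1000 bp, 47 REV-ERB-dependent loci of Supplemental Table 3A (12.5% of that list, 9.51% to 16.2%) and 53 SCAP-dependent loci of Supplemental Table 3B (15.7% of that list, 12.2% to 19.9%) were intergenic. Regions and loci on random sequences, which the annotation does not cover, are counted among the intergenic ones.

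The center of each region or locus on chromosomes 1 to 19, X, and Y was then assigned to the annotation. In the REV-ERB-dependent list, 329 of 374 loci (88.0%) lay in an intron and 45 (12.0%) between genes. In the SCAP-dependent list, 285 of 331 loci (86.1%) lay in an intron and 46 (13.9%) between genes. In neither list did a locus on these chromosomes lie in an exon or within 1000 bp of a transcription start site, while 20895 of 69362 open regions (30.1%) lay within 1000 bp of one. Among the 375 REV-ERB-dependent loci and 331 SCAP-dependent loci on annotated sequences, 1 and 0 had their center within 1000 bp of any exon, and the median distances to the nearest exon were 5297 bp and 5579 bp. The single exception is the locus on the mitochondrial genome. Of the other open regions that also lay more than 1000 bp from every exon, 16973 of 38551 (44.0%) were in introns, so the loci were in introns more often than these regions (odds ratio 9.29 with p = 5.58e-70 for the REV-ERB-dependent loci, and 7.88 with p = 2.35e-56 for the SCAP-dependent loci, Fisher's exact test, two-sided). This background and the rule by exons were chosen after the positions of the loci had been seen.

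**Figure D3:**
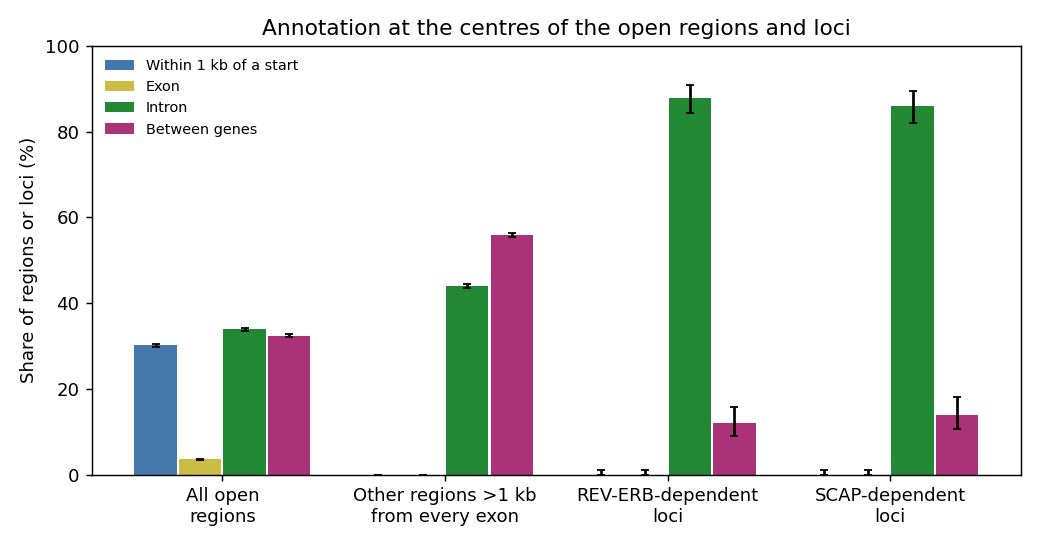
Share of regions or loci in % (vertical axis) within 1 kb of a transcription start site, in an exon, in an intron, or between genes, for all open regions, the other open regions more than 1 kb from every exon, and both lists of loci, with 95% Wilson confidence intervals. Introns hold 88.0% of the REV-ERB-dependent loci and 86.1% of the SCAP-dependent loci, against 33.9% of all open regions.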

We first determined the intergenic enhancer region by filtering out those chromatin opening regions that overlapped with known coding regions and long noncoding RNAs (lncRNAs) (with a 1 kb extension from both the transcription start site and transcription end site). Then, reads that mapped to ±500 bp of the eRNA locus center were considered and further normalized to RPKTM using Homer (55). Only those loci identified in 2 or more samples in LMs from control or *Reverb*-DKO livers were selected for JTK_CYCLE analysis (57). Oscillating enhancers were defined as those with a JTK_CYCLE–adjusted *P* value of less than 0.06, a maximum RPKTM value of greater than 0.2, an oscillation amplitude (peak/trough) of greater than 1.5, and an oscillation period within the range of 21–24 hours.

### Motif mining and IMAGE analysis.

To identify TFs enriched in the loci of rhythmic enhancers, IMAGE analysis (63) was applied to integrate the signals from both rhythmic enhancers and transcripts. Motif mining was performed in each eRNA and transcript phase group using out-of-phase eRNAs and transcripts as a background. Next, the transcription activity of the identified motifs and the mean expression of their putative target genes were determined. The phase-specific regulatory predicted TFs were selected according to the following criteria: (a) the phase of TF transcription activity should match the phase of the mean expression of its putative target genes and (b) the rhythmic expression pattern was validated in the rhythmic transcriptome from LMs.

### Ligand receptor interaction analysis.

To predict which ligands produced by hepatocytes regulate the rhythmicity remodeling in LMs, R package NicheNet (available at GitHub: https://github.com/saeyslab/nichenetr) (28, 64) was applied to rhythmic transcriptomes from isolated hepatocytes and LMs. The circle plots were generated via R package circlize (65). The impact of REV-ERB in hepatocytes on the expression of the top predicated ligands was determined by the rhythmic transcriptome from hepatocytes, and the expression of receptors was determined by the rhythmic transcriptome from LMs. To validate the predicted ligand-receptor interaction, the immortalized KC line (MilliporeSigma, SCC119) was treated with 20 ng/mL recombinant PDGF (Gibco, Thermo Fisher Scientific, PHG0045) for 24 hours, and the expression of its target gene *Jund* was determined by qPCR.

### Western blotting.

An equivalent protein amount (30 μg) was loaded and separated by 10% SDS-PAGE gels and then transferred onto PVDF Immobilon-P Membranes (MilliporeSigma, IPVH00010, ISEQ00010). The membranes were then incubated at 4°C overnight with the anti–PDGF-D polyclonal antibody (1:1,000; MilliporeSigma, catalog 40-2100) or anti–β-actin antibody (1:10,000; Cell Signaling Technology, catalog 4967). After washing 3 times with PBS containing 10% Tween-20 (PBST), the membranes were incubated with HRP-linked goat anti–rabbit IgG (1:3,000; Cell Signaling Technology, catalog 7074). Pierce ECL Western Blotting Substrate (Thermo Fisher Scientific, catalog 32209) was used for visualization.

### Lipid measurement by LC-MS.

Hepatocytes were extracted with –20°C isopropanol (100 μL per ~10^6^ cells), vortexed, and centrifuged at 16,000*g* for 10 minutes at 4°C. The supernatant was collected for liquid chromatography–mass spectrometry (LC-MS) analysis. A Q-Exactive Plus Quadrupole-Orbitrap mass spectrometer (Thermo Fisher Scientific) operating in positive ion mode was coupled via electrospray ionization and used to scan from *m/z* 290 to 1,200 at 1 Hz and 140,000 resolution. LC separation was done on an Atlantis T3 Column (2.1 mm × 150 mm, 3 μm particle size, 100 Å pore size; Waters) using a gradient of solvent A (1 mM ammonium acetate, 35 mM acetic acid in 90:10 water/methanol) and solvent B (1 mM ammonium acetate, 35 mM acetic acid in 98:2 isopropanol/methanol). The flow rate was 150 μL/min. The LC gradient was as follows: 0 minutes, 25% B; 2 minutes, 25% B; 5.5 minutes, 65% B; 12.5 minutes, 100% B; 16.5 minutes, 100% B; 17 minutes, 25% B; 30 minutes, 25% B. The autosampler temperature was 4°C, and the injection volume was 3 μL. Data were analyzed using the Compound Discoverer (Thermo Fisher Scientific) and Maven software.

### Metabolomics by LC-MS.

LMs were extracted with ice-cold acetonitrile/methanol/water (40:40:20) solution (100 μL per ~10^5^ cells). Following vortexing and centrifugation at 16,000*g* for 10 minutes at 4°C, 70 μL supernatant was loaded into MS vials. Metabolites were analyzed by quadrupole-orbitrap mass spectrometer coupled to hydrophilic interaction liquid chromatography (HILIC) via electrospray ionization. LC separation was done on an Xbridge BEH amide column (2.1 mm × 150 mm, 2.5 μm particle size, 130 Å pore size; Waters) at 25°C using a gradient of solvent A (5% acetonitrile in water with 20 mM ammonium acetate and 20 mM ammonium hydroxide) and solvent B (100% acetonitrile). The flow rate was 150 μL/min. The LC gradient was as follows: 0 minutes, 90% B; 2 minutes, 90% B; 3 minutes, 75% B; 7 minutes, 75% B; 8 minutes, 70% B; 9 minutes, 70% B; 10 minutes, 50% B; 12 minutes, 50% B; 13 minutes, 25% B; 14 minutes, 20% B; 15 minutes, 20% B; 16 minutes, 0% B; 20.5 minutes, 0% B; 21 minutes, 90% B; 25 minutes, 90% B. The autosampler temperature was set at 4°C, and the injection volume of the sample was 3 μL. MS data were acquired in negative and positive ion modes with a full-scan mode from *m/z* 70–830 and 140,000 resolution. Data were analyzed using the Compound Discoverer and Maven software.

### Diurnal rhythmic lipidomics and metabolomics.

Since other normalization methods by tissue mass or protein content are not accurate using 10,000–30,000 cells, quantile normalization was used to make the distributions the same across samples. Quantile normalization was performed using R package preprocessCore and was based on the concept of a quantile-quantile plot extended to *n* dimensions (66, 67). No special allowances were made for outliers. After quantile normalization, the rhythmic lipids and metabolites were determined by JTK_CYCLE analysis (57). Oscillating metabolites were defined as those with a JTK_CYCLE adjusted *P* value of less than 0.05, an oscillation amplitude (peak/trough) of greater than 1.5, and an oscillation period within the range of 21–24 hours. To determine the enriched pathway of metabolites in LMs, MetaboAnalyst 4.0 (68) was applied using an adjusted *P* value of less than 0.05 as the cutoff.

### Statistics.

R and Excel were used for graphing and statistical tests. Data represent the mean ± SEM, and statistical significance was determined by 2-tailed, 2-tailed *t* test, with a *P* value of less than 0.05 considered significant unless otherwise stated in the figure legends.

### Study approval.

All mouse care and use procedures were approved by the IACUC of the University of Pennsylvania and Baylor College of Medicine and were in accordance with NIH guidelines.

### Data availability.

The scRNA-Seq, RNA-Seq, and ATAC-Seq data reported in this study were deposited in the NCBI’s Gene Expression Omnibus (GEO) database (GEO GSE206319).

## Author contributions

DG and MAL conceptualized the study, interpreted data, and wrote the manuscript, which was revised and approved by all authors. DG and DS performed single-cell RNA-Seq, RNA-Seq, and ATAC-Seq analyses. DG, YC, PL, and C Jiang performed bioinformatics analysis. HB and C Jang. designed and performed lipidomics and metabolomics. CML, TMT, Y Xiong, KZ, WH, and BC assisted with animal husbandry and immortalized KCs. DG, D Zhou, and Y Xiao performed single-cell RNA-Seq, RNA-Seq, and ATAC-Seq analyses.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

## Figures and Tables

**Figure 1:**
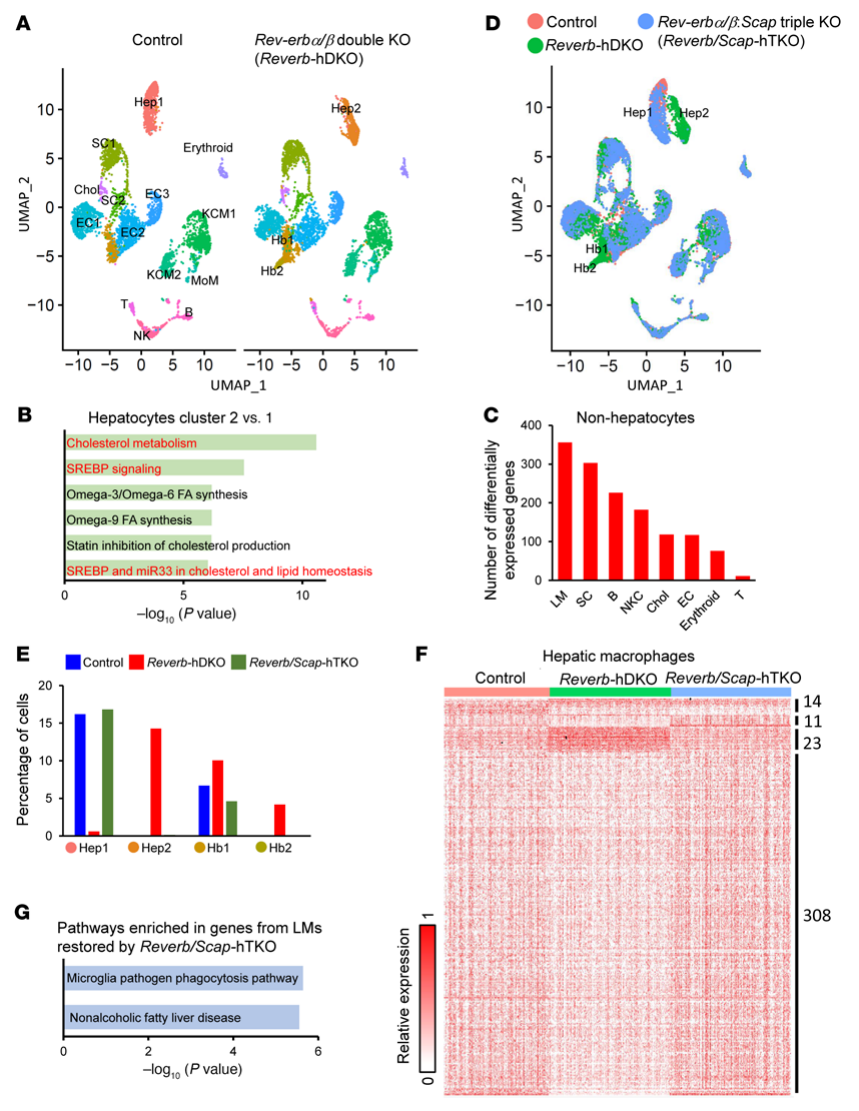
SREBP signaling is required for intraorgan communication from hepatocytes lacking REV-ERBs. (**A**) UMAP visualization of cell clusters in livers from control and *Reverb*-hDKO mice fed a HFHSD for 4 weeks. (**B**) KEGG pathways enriched in the genes differentially expressed between hepatocyte cluster 2 versus cluster 1. (**C**) Number of DEGs in nonhepatocytes upon *Reverb* hDKO. (**D**) UMAP visualization of the overlapping cell cluster in livers from control, *Reverb*-hDKO, and *Reverb/Scap*-hTKO mice fed a HFHSD for 4 weeks. (**E**) Percentages of the indicated cell populations. (**F** and **G**) Heatmap of (**F**) and pathways enriched in (**G**) genes from LMs restored by *Reverb/Scap* hTKO. Hep, hepatocyte; Hb, hepatoblast; SC, stellate cell; EC, endothelial cell; B, B cell; T, T cell; erythroid, erythroid cell; Chol, cholangiocyte.

**Figure 2:**
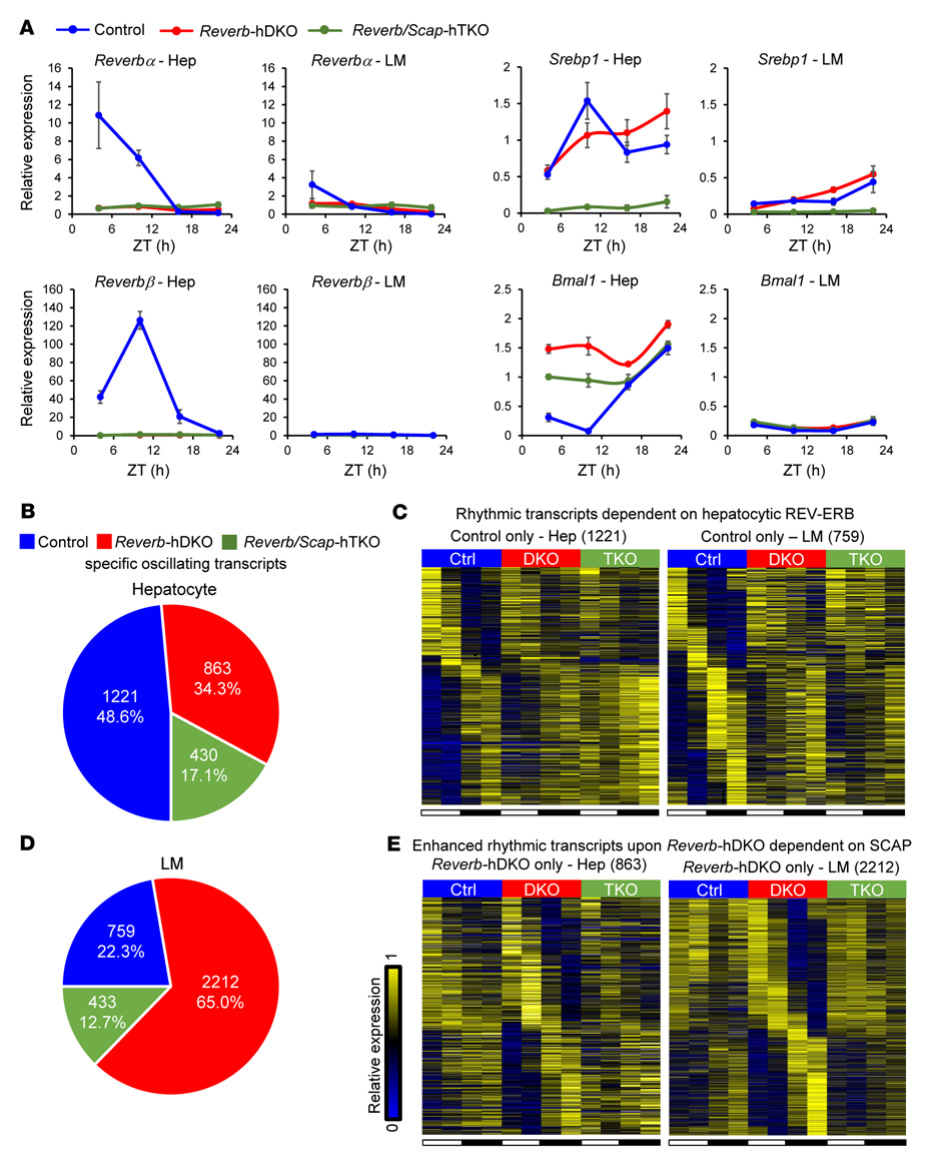
SREBP signaling is required for rhythmic transcriptomic remodeling in LMs upon loss of hepatocytic REV-ERBs. (**A**) Relative mRNA expression of the indicated genes in livers from *Reverb*-hKO, and *Reverb/Scap*-hTKO mice fed a HFHSD for 4 weeks. The gene expression data are expressed as the mean ± SEM (*n* = 4–6 per group). (**B**) Number and percentage of control-, *Reverb*-hDKO–, and *Reverb/Scap*-hTKO–specific oscillating transcripts in hepatocytes. (**C**) Heatmap of rhythmic transcripts in hepatocytes or LMs dependent on hepatocytic REV-ERB. (**D**) Number and percentage of control-, *Reverb*-hDKO–, and *Reverb/Scap*-hTKO–specific oscillating transcripts in LMs. (**E**) Heatmap of enhanced rhythmic transcripts upon SCAP-dependent *Reverb* hDKO.

**Figure 3:**
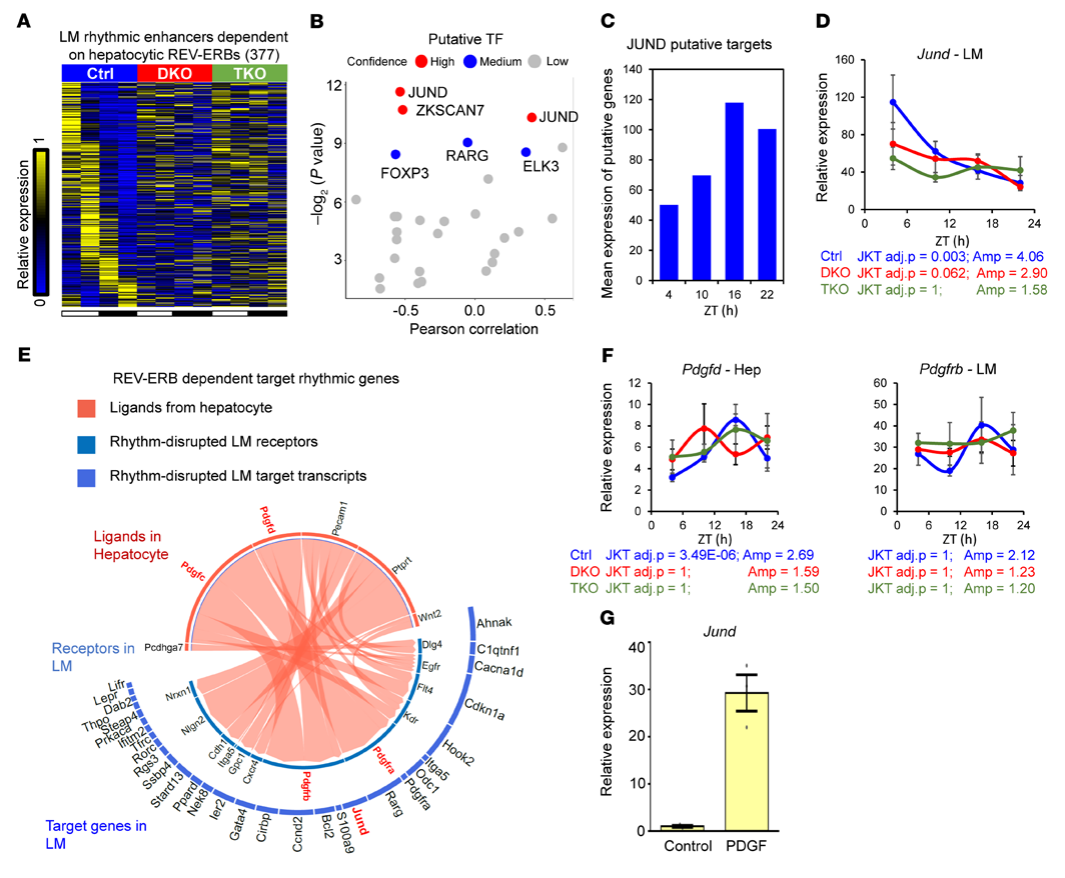
Ligands from hepatocytes reprogram REV-ERB–dependent oscillating enhancers in LMs. (**A** and **B**) Heatmap (**A**) and IMAGE analysis (**B**) of rhythmic enhancers in LMs dependent on hepatocytic REV-ERBs. (**C**) Mean expression of putative target genes of JUND in isolated LMs from control liver. (**D**) Relative expression of *Jund* in LMs of livers from control, *Reverb*-hDKO, and *Reverb/Scap*-hTKO mice fed a HFHSD for 4 weeks. Data are presented as the mean ± SEM (*n* = 3 per time point). (**E**) Ligand-receptor pair analysis. Circle plots show links between the predicted ligands from hepatocytes (red) with their associated receptors from LMs (blue) associated with rhythmic transcripts in LMs dependent on hepatocytic REV-ERB potentially targeted by the ligand-receptor pairs. (**F**) Relative expression of *Pdgfd* in hepatocytes and *Pdgfrb* in LMs. Data are presented as the mean ± SEM (*n* = 3 per time point). (**G**) Relative expression of *Jund* in immortalized KCs with BSA (control) or PDGF treatment. Data are presented as the mean ± SEM (*n* = 3 per time point). The gene expression data in **D**, **F**, and **G** are expressed as the mean ± SEM (*n* = 4–6 per group). Amp, amplitude; adj.p, adjusted *P* value; Ctrl, control.

**Figure 4:**
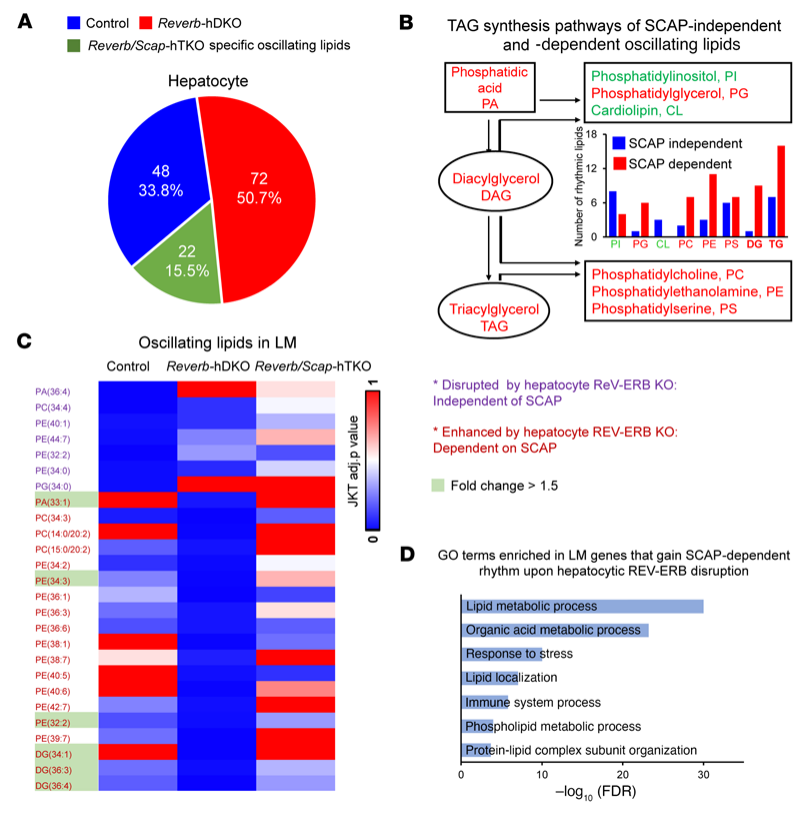
LM diurnal rhythms controlled by SCAP-dependent lipid metabolism in REV-ERB–depleted hepatocytes. (**A**) Number and percentage of control-, *Reverb*-hDKO–, and *Reverb/Scap*h-DTKO–specific oscillating lipids. (**B**) TAG synthesis pathways of SCAP-dependent oscillating lipids whose species number was increased (red) or decreased (green) upon REV-ERB disruption. PI, phosphatidylinositol. (**C**) Heatmap of rhythmic lipids in LMs upon hepatocytic REV-ERB disruption independent of or dependent on SCAP. The rhythms of SCAP-independent lipids upon hepatocytic REV-ERB disruption are labeled in purple, and SCAP-dependent lipids are labeled in violet. The lipids whose abundance was increased upon hepatocytic REV-ERB disruption are highlighted in a light-green background. (**D**) GO terms enriched in gained rhythmic genes in LMs upon SCAP-dependent hepatocytic REV-ERB disruption.

How the deposited data were processed for this re-analysis (not part of the article)

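Open chromatin was measured by fast-ATAC-Seq in LMs isolated from control, *Reverb*-hDKO, and *Reverb/Scap*-hTKO mice fed the HFHSD for 4 weeks, with 3 replicates of each genotype at ZT10 and at ZT22, or 18 libraries. The authors ran the Kundaje laboratory's ATAC-Seq pipeline, trimmed the adapters, aligned the reads to mm9 with Bowtie, merged the aligned reads of biological replicates, and called peaks, and they name Homer for the read counts but not for the peaks. The deposited list joins the peaks of all libraries into 69499 regions that do not overlap, and it holds a chromosome, a start, and an end for each region. It holds no count, signal, or score, so it does not show the depth of the libraries or the precision this depth gives. Replicates, genotypes, and times could not be compared with it. Merging before peak calling also means that a region need not be open in every library. The peak caller, its threshold, and the way in which the peaks were joined are not named in the paper's text. Starts are counted from 0 in the deposited list and are given here from 1.

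Coordinates were compared with the NCBIM37 assembly, from which mm9 is made, and no region ran past the end of its chromosome. The GENCODE annotation of that assembly has 37310 genes, of which 26225 are protein-coding or lncRNA genes and were used for the intergenic share. The random sequences have no annotation there, and their sequence was not used. The loci of Supplemental Table 3, A and B (377 and 338, all of which are in the copy used here) were taken from the paper with their phases and per-library eRNA values. Of the *Reverb/Scap*-hTKO LMs, the copy lacks the last columns of the table, with libraries at ZT22, so their rhythms were not recomputed. Supplemental Table 2 was used for the levels of genes in the marker lists, for how many of these genes it holds, and to compare its columns for hepatocytes. Its list for LMs is incomplete in the copy, so no set of genes was tested on it.

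Shares are given with 95% Wilson confidence intervals, which cover counting error only. The loci were also placed at random on their own chromosomes, but because the paper drew them from open regions the outcome is fixed, and no p-value of that comparison is given. Widths and motif shares were compared with permutation tests of 100000 resamples, chromosome shares with Fisher's exact test and Benjamini-Hochberg adjustment over both lists, neighboring phases by shuffling the paper's phases 100000 times, and the nearness of the lists by 10000 draws of open regions from the same chromosomes. Neighboring loci are not independent, which these tests do not take into account apart from the settings that count neighbors once. The AP-1 motif was TGA(C/G)TCA, and PU.1 and CTCF sites were found with a single short consensus pattern each, on both strands. JTK_CYCLE was written anew with the exact null distribution and a Bonferroni correction over the 7 lags of periods of 18 and 24 hours. With the time series duplicated, as in the paper, the adjusted p-value of the paper was obtained for all 377 and all 338 loci. The paper's lag was obtained for 372 REV-ERB-dependent loci in control LMs and 337 SCAP-dependent loci in *Reverb*-hDKO LMs, and in the other genotype for 271 and 264. Listed phases are the paper's, and lags of simulated values are from the version written here.

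The genes named are those that the paper's text names and the annotation holds, with CRY and PER taken as each of their genes. Names of pathways or families such as TGF-β signaling were not taken as genes. The loci named are the 2 of each list with the smallest adjusted p-value in the paper (ties broken by the larger amplitude), the widest and the narrowest open region, and the loci on sequences other than chromosomes 1 to 19, X, and Y. These rules, the tests, and the alternatives were set before the data were examined, apart from those described as added or as chosen later. The eRNA values of Supplemental Table 3 had been seen by then, and so had the effect of using each value once, so that alternative was not chosen blind. The lists of genes typical of hepatocytes, macrophages, endothelial cells, stellate cells, and of neurons and muscle, with 20 genes each, were written by hand after some listed loci had been seen to lie in hepatocyte genes. The rhythm, width, overlap, and motif steps were tested on simulated data first. With each value used once, JTK_CYCLE called 97.6% of 2000 simulated rhythms and 3.6% of 2000 vectors of noise, the width test called 4.5% of 200 pairs of equal groups and 100% of 200 shifted ones, and the motif search found 99 of 99 planted sites. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, and matplotlib 3.10.9 were used.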

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

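The test below was chosen after some of the paper's loci had been seen to lie in genes of hepatocytes, and its lists of genes were written before it was run. The starts of hepatocyte genes were open in the list of regions from LMs, a signal the paper does not discuss. Of 20 genes typical of hepatocytes, 19 (95%) had an open region within 1000 bp of a transcription start site, among them *Alb*, *Apoa1*, and *Ttr*. The share was 90% (18 of 20) for genes typical of endothelial cells, 70% (14 of 20) for macrophages, 30% (6 of 20) for stellate cells, and 15% (3 of 20) for neurons and muscle, which served as the control. Over all protein-coding genes it was 57.2% (12723 of 22225). No gene is in more than 1 of the lists.

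Promoters that are open in any cell type are argued against by the difference between the hepatocyte list and the neuron and muscle list (Fisher's exact test, two-sided, p = 4.06e-07, adjusted p = 1.62e-06 over 4 lists). The same comparison gave an adjusted p of 6.72e-06 for the endothelial list, 0.00141 for the macrophage list, and 0.451 for the stellate list. The open starts of 95% of the hepatocyte list are consistent with chromatin of hepatocytes in the LM preparations, and the 90% of the endothelial list with chromatin of endothelial cells. The list of regions holds no level, so a share of such cells cannot be given, and because it pools all libraries, a few of them could account for these regions. The paper's own Supplemental Table 2 lists RNA from LMs of *Scap*-hKO livers, which are other libraries. Over the 12 libraries, *Alb* had 10156 to 70232 RPKTM and *Apob* 2754 to 26882, the highest of the hepatocyte genes found there. *Serpina1a*, the lowest of these genes by the median, had 278 to 1534. *Cd68*, a macrophage gene, had 255 to 1448 (its transcript with the higher values). The copy of that table used here holds 1152 transcripts and leaves out 771. It holds 7 of 20 stellate genes, 3 of 20 endothelial genes, and 0 of 20 neuron and muscle genes. Of the 20 macrophage genes it holds 1, *Cd68*. The paper cites that table for rhythmic transcripts, so a gene without a rhythm may be missing from it at any level of RNA. Counts of the genes held, with *Cd68* as the only macrophage gene, thus do not weigh the cell types against each other. The table also holds 10 of the 20 hepatocyte genes, so the hepatocyte list is not free of genes found in RNA of LM preparations. Starts of these genes that are open in LMs themselves, or in all cells of the liver, stay open as an explanation, and no biological explanation was tested.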

How the results depend on the processing

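No paired analysis was possible because the list of regions gives no value for any library. The results below are compared with the settings given at the paper's claims. Settings by exons, and those that use genes of every type or match introns, were added after the data were seen.

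Every locus of both lists stayed inside an open region when an overlap of 1 bp was enough, and 169 REV-ERB-dependent loci (44.8%) and 163 SCAP-dependent loci (48.2%) lay in the wider 50 percent of the regions. Since the loci were drawn from open regions, these shares show only which regions the settings keep. When 500 bp of the window had to be covered, the REV-ERB-dependent share was 1.59% and the SCAP-dependent share was 0. No region under a REV-ERB-dependent locus is that wide on its own. The number of regions was 21329 when at least 200 bp were asked for, which leaves out the regions of 151 bp. The difference in width between the lists stayed from -4.5 to -3.83 bp with p from 0.302 to 0.445 in the permutation test. The difference between loci and other regions was 0 bp (permutation test, p = 1) with the median in place of the mean, since both medians are 151 bp. The difference in means rose from 4.10 to 5.93 bp (permutation test, p = 0.00052) against other regions with no further region within 1000 bp. It was 5.26 bp (permutation test, p = 0.00246) against other regions more than 1000 bp from every exon.

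Of 40 tests of single chromosomes, 1 had an adjusted p under 0.05 (8 unadjusted). This number was 0 (6 unadjusted) with loci within 10000 bp counted once and 0 (8 unadjusted) against regions more than 1000 bp from every exon, and 1 (9 unadjusted) against the wider 50 percent of the other regions. The share of REV-ERB-dependent neighbors with the same phase was 30.4% of 23 pairs (permutation test, p = 0.128) for windows that do not overlap, and the SCAP-dependent share was 36.8% of 19 pairs (p = 0.0513) for centers within 2500 bp, where pairs are fewer. The remaining settings by distance or by overlap of the windows kept p from 3e-05 to 0.00238 in the permutation test, and pairs in the same gene, chosen after the data were seen, gave p = 0.0462 and p = 0.00817. The number of REV-ERB-dependent loci near a SCAP-dependent locus was beyond the random draws in all 5 settings (permutation tests, p = 0.0001).

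The intergenic share of the open regions was 38.1% with no extension of genes, 25.55% with an extension of 5000 bp, 31.1% with genes of every type, and 55.8% by exons. For the REV-ERB-dependent loci it was 8.75% with 5000 bp and 98.9% by exons, and for the SCAP-dependent loci 10.7% and 99.7%. The AP-1 difference kept its sign and its side of the threshold in the open region alone (-6.25 percentage points, permutation test, p = 0.00542). The number of named genes with an open start was 27 with 1000 bp and with 5000 bp.

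The rhythm calls, computed from the paper's eRNA values, fell from all loci of each list to 59 REV-ERB-dependent loci (15.6%) and 44 SCAP-dependent loci (13.0%) with each value used once, a setting whose effect had been seen beforehand, and covered all loci with a threshold of 0.05 or with 24-hour lags only. Across the 3 fits that each left out one replicate, with the series duplicated, from 156 to 226 REV-ERB-dependent loci and from 150 to 174 SCAP-dependent loci passed. The lowest number came without replicate 2 in both lists, and the cause was not tested. All replicates of these lists entered the paper's choice of the loci, so such a loss says nothing about other loci.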

Differences from the paper's values

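The adjusted p-values of Supplemental Table 3 were obtained here for all its loci. The table holds only loci that had passed the paper's threshold, so the number of called loci could not be tested. The paper states that eRNA was mapped to intergenic regions of open chromatin. By the annotation used here, 329 of 374 REV-ERB-dependent loci and 285 of 331 SCAP-dependent loci lay in introns of genes, and 47 REV-ERB-dependent loci (12.5%) and 53 SCAP-dependent loci (15.7%) were intergenic when whole genes were extended by 1000 bp. By exons extended by 1000 bp, a setting chosen after seeing the values, 98.9% and 99.7% of the loci lay outside, where a locus counts as inside when any base of its open region overlaps.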

Other observations

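Chosen only after the result or the pattern had been seen were the tests on exons, on pairs in the same gene, on draws away from exons or matched on introns, on single chromosomes with both lists together, on the random sequences, on the AP-1 motif's position, and on the ranges of phases, and the effect of using each eRNA value once was also known beforehand. The tests of the AP-1 motif against other regions away from exons were also added to those set beforehand.

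The centers of 0.142% of the paper's loci on annotated sequences lie within 1000 bp of an exon, against 43.4% of all open regions. A filter on exons rather than on whole genes is consistent with this distance from exons. The Methods of the paper name coding regions and lncRNAs, with an extension from the transcription start and end sites. Coding regions can be read as exons and the extension as one of whole genes, so the wording leaves the filter open. A filter on exons on its own is argued against as the reason why 88.0% and 86.1% of the loci lie in introns, because 44.0% of the other open regions more than 1000 bp from every exon do (Fisher's exact test, p = 5.58e-70 and p = 2.35e-56). In introns, reads of unspliced transcripts of the host gene may add to the counted eRNA. Among pairs of loci in the same gene within 50000 bp whose windows do not overlap, 16 of 54 REV-ERB-dependent pairs had the same phase, against 10.3 with shuffled phases (permutation test, 100000 shuffles, one-sided, p = 0.0462). For SCAP-dependent pairs it was 21 of 66, against 12.1 (the same permutation test, p = 0.00817). Unspliced transcripts predict this, but so do enhancers that act together on 1 gene, and the strand of the reads, which would bear on it, was not available in the values used.

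Of all loci within 10000 bp of each other, 18 of 41 REV-ERB-dependent pairs and 19 of 44 SCAP-dependent pairs had the same phase, against 7.77 and 8.07 with shuffled phases (permutation tests, p = 0.0004 and p = 0.00036). In 18 and 9 pairs, the windows of 1000 bp overlap and share reads. Without these pairs, 7 of 23 REV-ERB-dependent pairs had the same phase, against 4.35 with shuffled phases (permutation test, p = 0.128). For SCAP-dependent pairs it was 16 of 35, against 6.42 (the same permutation test, p = 0.00028). Within 10000 bp, the excess away from shared reads was thus beyond shuffling in the SCAP-dependent list. In the REV-ERB-dependent list it pointed the same way, but 23 pairs are too few to decide. The pairs of that list in the same gene, which also leave out overlapping windows, did pass 0.05 (permutation test, p = 0.0462). The lists also lie near each other. A SCAP-dependent locus was within 10000 bp of 66 REV-ERB-dependent loci (17.5%), against 3.86 ± 1.49 (SD over 10000 draws) for intergenic open regions of the same chromosomes, 7.78 ± 2.66 for regions more than 1000 bp from every exon, and 11.5 ± 3.35 when as many of these lay in introns (permutation tests, p = 0.0001 in each case, the smallest value the draws can give). The windows of 14 REV-ERB-dependent loci overlap the window of a SCAP-dependent locus. No explanation of this nearness was tested.

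The following values were computed from the paper's eRNA values in Supplemental Table 3, which come from RNA-Seq libraries outside the 18 analysed here. The paper duplicated the 4 time points before JTK_CYCLE. With each value used once, 59 REV-ERB-dependent loci and 44 SCAP-dependent loci had an adjusted p-value under 0.06. How many true rhythms among values with so many zeros would pass in this setting was not simulated, so a locus that failed may still be rhythmic. Of 20000 simulated vectors with no rhythm, 15.4% passed 0.06 when duplicated, and 3.71% when each value was used once. Duplication lowers the p-value of values with no rhythm, and so some of the listed loci may be chance calls, but how many cannot be told from the listed loci alone, since the loci that were not called are not in the table.

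The phases crowd at a few times of day. In control LMs, 71.4% of the REV-ERB-dependent loci had a lag of 3 to 9 hours after the first time point, ZT4, and in *Reverb*-hDKO LMs 66.9% of the SCAP-dependent loci had a lag of 0 to 6 hours, where an even spread gives 37.5% (both ranges were chosen from these values). Of the loci of the other list, 46.7% and 63.7% had such lags in the same LMs, by the lags the paper lists. The libraries differ in the share of loci at 0. At the SCAP-dependent loci, 70.7% and 56.8% were at 0 in control replicates 2 and 3 at ZT22, against 13.9% in replicate 1. At the REV-ERB-dependent loci, 69.5% and 65.0% were at 0 in *Reverb*-hDKO replicates 1 and 2 at ZT16, against 4.51% in replicate 3. Such shares were not confined to ZT16, with 73.2% in *Reverb*-hDKO replicate 2 at ZT22, 57.3% in replicate 1 at ZT4, and 43.8% in replicate 2 at ZT10. Loci with a constant level were simulated with depths that give these shares. Of the calls among them, 63.5% had a lag of 3 to 9 hours with the depths of the control libraries, and 60.1% a lag of 0 to 6 hours with those of the *Reverb*-hDKO libraries. Fewer reads in some libraries may therefore shape the listed phases. The simulated calls match less well at single lags, with 5.63% at 3 hours in control LMs against 19.6% of the listed loci. A lower level of eRNA in some mice at some times stays open as a biological explanation.

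No listed locus is on chromosome X. That is 0 of 705 loci, which allows a share of up to 0.426%. Chromosome X holds 1.19% of the open regions and 6.31% of the length of chromosomes 1 to 19 and X. A chance draw from open regions more than 1000 bp from every exon, of which 0.838% are on X, predicts 5.91 loci (Fisher's exact test, two-sided, p = 0.00514, adjusted p = 0.0514 over the 20 chromosomes with both lists together). Against all other open regions, the adjusted p was 0.00351, and it was 0.033 with loci within 10000 bp counted once and 0.00109 against the wider 50 percent of these regions. Those backgrounds include regions within 1000 bp of an exon, where no locus on chromosomes 1 to 19, X, and Y has its center, so the chance draw away from exons stays open. Among regions in introns the expected number was 4.05 (Fisher's exact test, unadjusted p = 0.035). In each list on its own the difference did not pass the threshold against all regions more than 1000 bp from every exon (Fisher's exact test, unadjusted p = 0.0812 and p = 0.122), while against all other open regions p was 0.0265 and 0.0377 before adjustment. A filter on the chromosome and a lower transcription from it both stay open too, and neither was tested. In the same tests away from exons, chromosome 15 had 53 loci where 32.6 are predicted (adjusted p = 0.0161 with Fisher's exact test). With all other open regions as the background, the adjusted p was 0.00351, and 0.0574 with loci within 10000 bp counted once. Against the wider 50 percent of these regions it was 0.00109. Away from exons, chromosome 13 had 21 loci where 35.9 are predicted (Fisher's exact test, adjusted p = 0.0601). On chromosome 8, the REV-ERB-dependent list has 36 loci where the other open regions predict 20.3 (Fisher's exact test, adjusted p = 0.0477), which did not hold with loci within 10000 bp counted once (adjusted p = 0.0615) or against regions more than 1000 bp from every exon (adjusted p = 0.0509) and held against the wider 50 percent of the other open regions (adjusted p = 0.0475). On the random sequences and the mitochondrial genome together, 10 of 137 open regions are listed loci (7.30%), against 705 of 69362 (1.02%) elsewhere (Fisher's exact test, p = 1.77e-06). On the random sequence of chromosome 4 these are 6 of 9 regions. Some of these loci have windows that overlap and share reads. Examples are 127236 to 128236 and 127679 to 128679 on this sequence, and 317843 to 318843 and 318395 to 319395 on that of chromosome 1. Fisher's exact test counts such loci as independent, so its p-value may be too small. No explanation of the higher share was tested, and regions on such sequences can share reads with copies elsewhere.

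The AP-1 motifs are not centered on the open regions. Within 150 bp of the midpoints, 4285 lay at lower coordinates and 2674 at higher ones, a mean offset of -17.4 bp (standard error 0.901). If the coordinates of the regions are displaced from the cut sites, other motifs are predicted to lie to the same side on both strands. PU.1 motifs had a mean offset of -20.4 bp (standard error 1.14), with 64.9% of the forward and 63.7% of the reverse sites at lower coordinates. CTCF motifs had a mean offset of -30.7 bp (standard error 1.18), with 77.9% and 68.6% (exact binomial test, p = 1.95e-79 and p = 2.43e-36). Both strands of both motifs lie mostly at lower coordinates, which is consistent with a step of the processing that displaces the regions, and no biological explanation was tested. For CTCF the offset also depends on the strand, with -37.7 bp (standard error 1.65) for forward and -24.0 bp (standard error 1.65) for reverse sites, so a displacement alone does not account for all of it. The windows of 1000 bp around the loci are wide against this offset.

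In the paper's Supplemental Table 2, the values of hepatocytes from *Scap*-hKO livers are the same at ZT4 replicate 1 and at ZT22 replicate 3 for all 1167 transcripts listed. Separate libraries do not give this, so the same values stand in both places, and the table does not show to which of these libraries they belong.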
